# AEBP1-GLI1 pathway attenuates the FACT complex dependency of bladder cancer cell survival

**DOI:** 10.1016/j.bbrep.2025.102101

**Published:** 2025-06-20

**Authors:** Haruka Kurosu, Norika Yamada, Ritsuko Nakamura, Hideaki Ito, Koji Ohnishi, Akihito Inoko, Miho Riku, Tomoaki Muramatsu, Naoto Sassa, Kenji Kasai

**Keywords:** AEBP1, GLI1, FACT complex, Apoptosis, DNA damage, Bladder cancer

## Abstract

The facilitates chromatin transcription (FACT) complex is composed of SSRP1 and SUPT16H subunits and participates in nucleosomal reorganization; hence, FACT inhibitors are considered promising therapeutics for malignant tumors. Here, we show that adipocyte enhancer binding protein 1 (AEBP1) attenuates the dependency of bladder cancer cell survival on the FACT complex *via* the expression of GLI1, a pivotal transcription factor in Hedgehog signaling. In *AEBP1*-high expressing bladder cancer cell lines, *AEBP1* knockdown inhibited cellular proliferation and induced the marker expression of apoptosis and DNA damage/replication stress. RNA-sequencing revealed that *AEBP1* knockdown suppressed the expression of *SSRP1* and *SUPT16H*; however, the knockdown of both subunits was less effective than *AEBP1* knockdown in inducing apoptosis or DNA damage markers in *AEBP1*-high expressing cells. *AEBP1* knockdown reduced the protein levels of GLI1, and treatment with the GLI-specific inhibitor GANT61 induced markers that were not suppressed by the forced expression of AEBP1. These findings suggest that AEBP1-mediated GLI1 expression reduces the FACT complex dependency of bladder cancer cell survival.

## Highlights

• *AEBP1* depletion induces apoptosis and DNA damage in *AEBP1*-high bladder cancer cells.
• AEBP1 regulates *SSRP1* and *SUPT16H* expression at the transcriptional level.
• *AEBP1* depletion induces apoptosis and DNA damage more than *FACT complex* depletion.
• GLI1 inhibition mimics *AEBP1* depletion on bladder cancer cells.
• AEBP1–GLI1 axis modulates FACT complex–dependent survival mechanisms.

## 1 Introduction

Bladder cancer is clinically divided into non-muscle-invasive (NMIBC) and muscle-invasive (MIBC) bladder cancers, according to the depth of cancer cell invasion. Even with standard treatment, half of the patients with NMIBC recurs, and 10–20 % of the relapsed cases eventually progress to the more aggressive MIBC [1]. MIBC was proposed to be classified into luminal-papillary, luminal non-specified, luminal unstable, stroma-rich, basal/squamous, and neuroendocrine-like molecular subtypes that are strongly linked to gene alterations, including those in *FGFR3*, *KDM6A*, *ELF3*, *PPARG*, *TP53*, *ERCC2,* and *RB1* [1]. However, the therapeutic molecular targets for NMIBC and MIBC are not fully characterized.

Adipocyte enhancer binding protein 1 (AEBP1) is a multifunctional protein that participates in various processes, including adipocyte differentiation [2], cholesterol homeostasis [3], mammary gland development [4,5], and tumorigenesis [[6], [7], [8]]. Gene expression signature analysis revealed that the upregulation of *AEBP1* correlated with the disease progression and poor prognosis of bladder cancer [9]. AEBP1 was initially recognized as a transcriptional repressor; however, it is now known to regulate several pivotal signaling pathways, including those of MAPK, PI3K, PTEN, and NF-kB [7,10]. However, the molecular role of AEBP1 in bladder cancer cells remains unclear.

The facilitates chromatin transcription (FACT) complex consists of SSRP1 and SUPT16H heterodimers and functions as a histone chaperone that regulates nucleosome reorganization [11]. The FACT complex binds to the H2A-H2B histone dimer, leading to either its removal from nucleosomes or relaxation of the nucleosome structure [[12], [13], [14]]. These effects promote the access of Pre-Initiation Complex (PIC) to the promoter region and enhance RNA polymerase II-mediated transcription [15]. The FACT complex is also crucial in DNA damage repair because it promotes the deposition of H2A.X, a histone H2A variant that contributes to chromatin remodeling at sites of DNA damage [16]. Furthermore, it interacts with the minichromosome maintenance (MCM), promoting MCM-mediated DNA unwinding on nucleosome templates and increasing replication speed [17,18]. These evidences support the fundamental role of the FACT complex in transcription, translation, and DNA damage repair. Notably, the FACT complex inhibitor curaxin CBL0137 has been used in clinical trials for several types of malignant tumors, but not for bladder cancer [19].

In this study, using human bladder cancer cell lines, we showed that AEBP1 suppressed the FACT complex dependency of bladder cancer cell survival *via* the expression of GLI1, a pivotal transcription factor in Hedgehog signaling. This indicates a novel therapeutic strategy for *AEBP1*-high expressing bladder cancer using drugs targeting GLI1 but not the FACT complex.

## 2 Materials and methods

### 2.1 Cell lines, and analysis for cell proliferation and cell cycle

Human bladder cancer cell lines were obtained from the RIKEN BRC Cell Bank or DSMZ-German Collection of Microorganisms and Cell Cultures and maintained in RPMI 1640 medium supplemented with 10 % fetal bovine serum (FBS). These cell lines were identified by short tandem repeat (STR) profiles using GenePrint 10 system (Promega). Primary cultures of normal human bladder epithelial cells (HBEC) were obtained from KURABO and maintained in culture medium according to the manufacturer's protocols. For cell proliferation analysis, cells were plated and maintained in above culture medium. After treatment, the cells were peeled off the plate with Accutase (Innovative Cell Technologies), dispersed, and counted using trypan blue exclusion test. For cell cycle analysis, the cells were briefly fixed with 70 % ethanol and treated with 50 μg/mL RNase A and 50 μg/mL propidium iodide (PI). The cell cycle of PI-stained cells was examined using BD LSRFortessa X-20 and analyzed using FlowJo software (Becton Dickinson).

### 2.2 siRNA transfection and lentivirus

siRNA transfection was performed using Lipofectamine RNAiMAX (Thermo Fisher Scientific). siRNAs used in this study were siAEBP1-1,’5-UUGCCUGGAUGGAGAAGAATT-3,’ siAEBP1-4,’5-CAGCUACUACGCACAGAAUTT-3,’ siSSRP1-1, 5′-GACUUAAACUGCUUACAAATT-3,’ siSUPT16H-2, 5′-GUCUAAUGUGUCCUAUAAATT-3,’ siControl, 5′-CGUACGCGGAAUACAACGATT-3’

For creating lentiviruses, pCAG-HIVgp, pCMV-VSV-G, and CSII-CMV-MCS-IRES2-Bsd plasmids were obtained from the RIKEN BRC DNA Bank. Lentiviruses for AEBP1 and its control were prepared using standard techniques. Briefly, human AEBP1 cDNA was cloned into CSII-CMV-MCS-IRES2-Bsd. Lenti-X293T cells (Takara) were transiently transfected with pCAG-HIVgp and pCMV-VSV-G along with either CSII-CMV-MCS-IRES2-Bsd (for Lenti-control) or CSII-CMV-AEBP1-IRES2-Bsd (for Lenti-AEBP1) using Lipofectamine LTX with Plus reagent (Thermo Fisher Scientific). Purified supernatants from the transfected cells were used to transduce Lenti-AEBP1 or Lenti-control into bladder cancer cells. Transduced cancer cells were maintained in a regular culture medium containing blasticidin.

### 2.3 RNA sequence

Briefly, 72 h after siRNA transfection, total RNA was isolated using RNeasy Plus Mini Kit (Qiagen) and used for the construction of a sequencing library using NEBNext Poly(A) mRNA Magnetic Isolation Module and NEBNext Ultra TMII Directional RNA Library Prep Kit (Illumina, Inc.), according to the manufacturer's protocols. Pooled libraries were sequenced using NovaSeq 6000 (Illumina, Inc.) with 150bo x 2 paired-end reads. The quality of the raw paired-end sequence reads was assessed using FastQC (version 0.11.7), and low-quality (<20) bases and adapter sequences were trimmed using Trimmomatic software (version 0.38) with the following parameters: ILLUMINACLIP:path/to/adapter.fa:2:30:10 LEADING:20 TRAILING:20 SLIDINGWINDOW:4:15 MINLEN:36. The trimmed reads were aligned to the human reference genome hg38 using the RNA-seq aligner HISAT2 (version 2.1.0). The abundance of uniquely mapped reads was estimated using featureCounts (version 1.6.3). Raw read counts were normalized using the transcripts per million (TPM) method. Clustering using the Wald method based on the Euclidean distances of the normalized counts was conducted using the stats (version 3.6.1) and gplots (version 3.0.1.1) R packages. Differentially expressed genes (DEGs) were detected with the thresholds of Ilog2(fold change)I > 1 and adjusted p-value <0.05, using the Benjamini and Hochberg method. Raw sequence data were registered in the Gene Expression Omnibus (GEO) database (NCBI) under the accession number GSE288105.

### 2.4 Immunoblot analysis and antibodies

Protein samples were extracted from the cells using sample buffer containing 50 mM Tris-HCl pH 6.8, 2 % SDS, 10 % glycerol, complete mini protease inhibitor (Roche) and dithiothreitol (DTT). The samples were separated by SDS-PAGE and transferred to polyvinylidene difluoride membranes (Millipore). The membranes were blocked with either 5 % skim milk or BSA in Tris-buffered saline containing 0.02 % Tween-20 and incubated with primary antibodies. After washing, the membranes were incubated with HRP-labelled secondary antibodies, followed by detection with ECL reagent (Cytiva). Luminescent images were analyzed using Amersham Imager 600 (GE Healthcare Life Science). The signal intensity was measured using ImageJ software. Antibodies used in this study are listed in Supplementary Table S1.

## 3 Results

### 3.1 AEBP1 expression in bladder cancer cell lines

Publicly available gene chip data predicted that the expression of *AEBP1* in bladder cancer tissues is lower than that of normal bladder tissues, although the difference was not statistically significant (Fig. 1A). However, high *AEBP1* expression negatively affected the overall survival of patients with bladder cancer (*P* = 0.002) (Fig. 1B), indicating a biological difference between high and low *AEBP1* expression in bladder cancers. Immunoblot analyses revealed that the expression of AEBP1 in human bladder cancer cell lines 5637 and KU1919 was higher than that of other seven bladder cancer cell lines (253J, J82, RT112, JMSU1, VMCUB1, BOY12E, and SW1710) and the primary culture of normal human bladder epithelial cells HBEC (Fig. 1C). So, we used 5637, KU1919 (*AEBP1*-high), and JMSU1 (*AEBP1*-low) bladder cancer cell lines to examine the role of AEBP1. The proliferation of 5637 and KU1919 cells was slower than that of JMSU1 cells (Fig. 1D). We next established JMSU1 cells infected with either AEBP1-expressing lentivirus (Lenti-AEBP1) or its control (Lenti-control) (Supplementary Fig. S1A). Using these cells, we found that AEBP1 slightly but not statistically significantly suppressed the cellular proliferation of JMSU1 cells (Supplementary Fig. S1B), even with no apparent change of cell cycle (Supplementary Fig. S1C; Supplementary Table S2 for raw data from three independent experiments). These results indicated that a poorer prognosis of patients with *AEBP1*-high bladder cancer was not directly associated with the proliferation rate of cancer cells. Intriguingly, we found that siRNA-mediated knockdown of *AEBP1* significantly reduced the viability of 5637 and KU1919 cells, indicating the *AEBP1*-dependent survival of these *AEBP1*-high cancer cells (Fig. 1E and F).

**Fig. 1:**
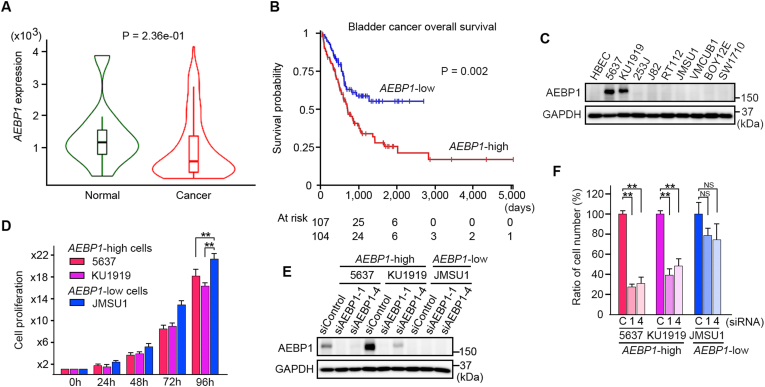
*AEBP1* expression in bladder cancer cell lines. A, Gene chip analysis for *AEBP1* expression in normal and cancer bladders using TNMplot software (https://tnmplot.com/analysis/). B, Kaplan-Meier analysis of overall survival of patients with bladder cancer using UCSCxena software (https://xena.ucsc.edu/). High expression of *AEBP1* negatively impacts overall survival. C, AEBP1 expression in normal human bladder epithelial cells (HBEC) and bladder cancer cell lines. D, Cell proliferation of *AEBP1*-high (5637 and KU1919) and *AEBP1*-low (JMSU1) cells. Data are shown as mean + SD from six biological replicates. *P*‐values obtained by Student's t‐tests. *P* < 0.001 was set as statistically significant. Double asterisk, *P* < 0.001. E, Analyses of *AEBP1* knockdown. 72 h after transfection with siRNAs for *AEBP1* (siAEBP1-1 and siAEBP1-4) or their control (siControl), cells were harvested for the immunoblot analyses. F, Ratios of cell numbers 72 h after transfection of siControl (C), siAEBP1-1 (1), or siAEBP1-4 (4). Data are shown as mean + SD from four or three biological replicates. *P*‐values obtained by Student's t‐tests. *P* < 0.001 was considered as statistically significant. Double asterisk, *P* < 0.001. NS, not significant.

### 3.2 AEBP1-dependent cell cycle progression in AEBP1-high cancer cells

Next, we performed cell cycle analyses of siRNA-transfected cells and measured the cell cycle fractions of 5637, KU1919, and JMSU1 cells 72 h after siRNA transfection. *AEBP1* knockdown in 5637 and KU1919 cells—but not JMSU1 cells—increased the fractions of subG1-phase and S-phase cells (Fig. 2A; Supplementary Table S3 for raw data from three independent experiments). Immunoblot analyses revealed that *AEBP1* knockdown in 5637 and KU1919 cells—but not in JMSU1 cells—induced the cleaved forms of PARP (cPARP) and Caspase3 (cCaspase3), which are markers of apoptotic cell death, as well as increased levels of phosphorylated histone H2A (γ-H2AX), a marker of DNA damage and replication stress (Fig. 2B). DNA damage response (DDR) is required for genomic integrity and steady S-phase progression of either normal or cancer cells, and impaired DDR induces excessive DNA damage and replication stress, leading to cell cycle alteration or cell death. Among factors involved in DDR, Ataxia Telangiectasia and Rad3-related (ATR) and its downstream Checkpoint kinase 1 (Chk1) are central players of DDR, and ATR-Chk1 activity reportedly mitigates replication stress and maintains S-phase progression [20]. Consistent with the cell cycle alteration and marker induction shown in Fig. 2A and B, *AEBP1* knockdown in 5637 and KU1919 cells—but not JMSU1 cells—suppressed the phosphorylation of ATR along with reduction of the upper sized band of Chk1, which indicated the reduction of phosphorylated Chk1 (Fig. 2C). These results revealed that the survival of 5637 and KU1919 cells depended on AEBP1, probably *via* maintenance of their DDR activity.

**Fig. 2:**
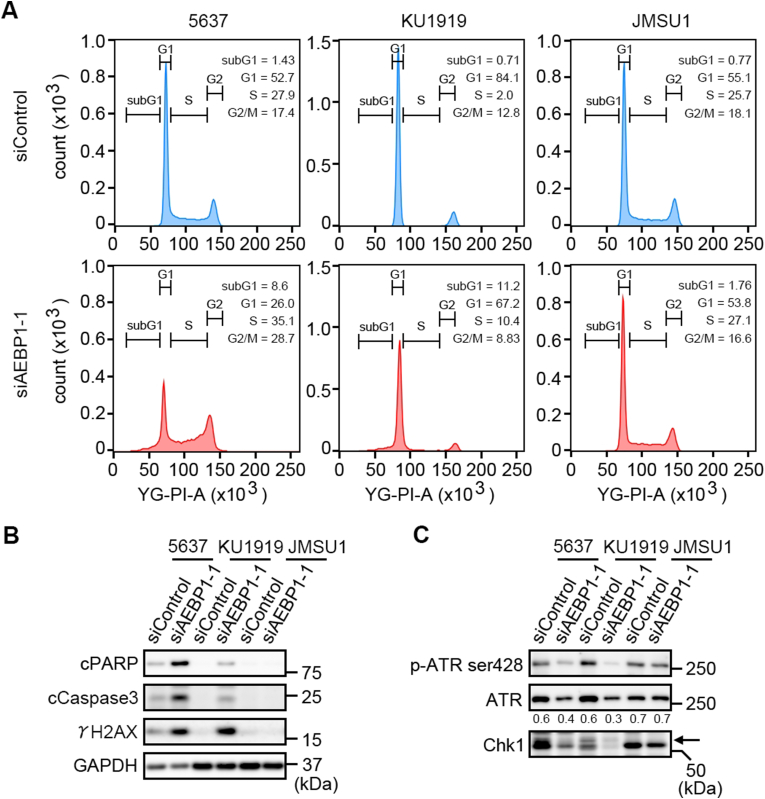
AEBP1-dependent cell cycle progression in *AEBP1*-high cancer cells. A, Cell cycle analyses of siRNA-transfected cells using flow cytometry. Cells were analyzed 72 h after siRNA transfection. The experiments were conducted three times and representative data are shown. The raw data regarding the fraction of each cell cycle phase from three experiments is listed in Supplementary Table S3. B, Induction of the cleaved form of PARP (cPARP), Caspase3 (cCaspase3), and the phosphorylated form of histone H2A (γ-H2AX) by *AEBP1* knockdown. Cells were harvested for the immunoblot analyses 72 h after siRNA transfection. C, Expression of phosphorylated ATR (*p*-ATR ser428), ATR and Chk1. *AEBP1* knockdown reduced phosphorylated ATR in 5637 and KU1919 cells. Note that the upper sized band of Chk1 was reduced in *AEBP1*-knockdown 5637 and KU1919 cells. Ratios of *p*-ATR against ATR were semi-quantified using ImageJ software.

### 3.3 FACT complex independency of AEBP1-high cancer cells

To further explore the molecular effects of *AEBP1* knockdown, we compared the gene expression between *AEBP1*-knockdown 5637 and control cells using RNA-seq (Fig. 3A; raw data were registered in the GEO database (NCBI) under the accession number GSE288105). 

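RNA was sequenced from 5637 cells, an established line from a human bladder carcinoma, 72 h after transfection with siControl or siAEBP1-1, a small interfering RNA against *AEBP1*. Each group had 3 libraries, which the sample labels call biological replicates. *AEBP1*, the target of the knockdown, had counts of 137, 222 and 248 in siControl replicates 1, 2 and 3 and of 21, 18 and 32 in siAEBP1-1 replicates 1, 2 and 3. Its log2 fold change was -3.04 (standard error 0.30, adjusted p = 0.000106 from edgeR's quasi-likelihood test), so that 12.2% of the siControl level was left. *AEBP1* (ENSG00000106624) lies on the plus strand of chromosome 7 of hg38 from 44104345 to 44114562. The sense strand of siAEBP1-1 matches this gene at bases 44112583 to 44112601, in the coding sequence of exon 18 of the 21 exons of its transcript ENST00000223357.8, with the sequence TTGCCTGGATGGAGAAGAA.
The authors made strand-marked poly(A) libraries, trimmed the 150-base paired-end reads with Trimmomatic (version 0.38), aligned them to hg38 with HISAT2 (version 2.1.0) and counted uniquely mapped reads per gene with featureCounts (version 1.6.3). The deposited values are raw counts per gene, without normalization. The paper's text names neither the gene annotation release nor the strand setting of the counting, so reads of overlapping genes on opposite strands may not be told apart. Total counts were 17805235, 16194159 and 16739348 in siControl replicates 1, 2 and 3 and 17566900, 15045902 and 18971142 in siAEBP1-1 replicates 1, 2 and 3. From these counts, edgeR's filter on low counts kept 17138 genes, which were scaled by TMM and tested with the quasi-likelihood F-test and the Benjamini-Hochberg adjustment. A gene is said to have risen or fallen where its adjusted p was under 0.05, and is called a DEG where its absolute log2 fold change was also above 1, the thresholds that the paper states. The paper's text names no test for its DEGs. Levels are given in CPM, counts scaled to the TMM-normalized library size.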

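Of the genes of chromatin modification that the paper picked from these libraries, all 8 fell after *AEBP1* knockdown and none rose. *SMARCA2*, an ATPase of the SWI/SNF chromatin remodeling complex, went from 57.6 ± 13.1 CPM (SD, n = 3) in siControl to 7.72 ± 1.87 CPM (SD, n = 3) in siAEBP1-1 libraries, so that 13.4% of the siControl level was left (standard error of the log2 fold change 0.22, adjusted p = 4.01e-05 from edgeR). *SMARCC2*, a core subunit of the same complex, had a log2 fold change of -2.02 (standard error 0.18), and *BRD7*, a bromodomain subunit of one of its forms, of -1.53 (standard error 0.09). *HMGB2*, a DNA-bending high mobility group protein, fell by 1.61 on the log2 scale (standard error 0.10), and *RNF20*, a ubiquitin ligase for histone H2B, by 1.48 (standard error 0.14). *BUB1B*, a kinase of the spindle checkpoint, fell by 1.39 (standard error 0.09). In each of these genes and in *SSRP1* and *SUPT16H*, every siAEBP1-1 library lay below every siControl library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow).

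**Figure D1:**
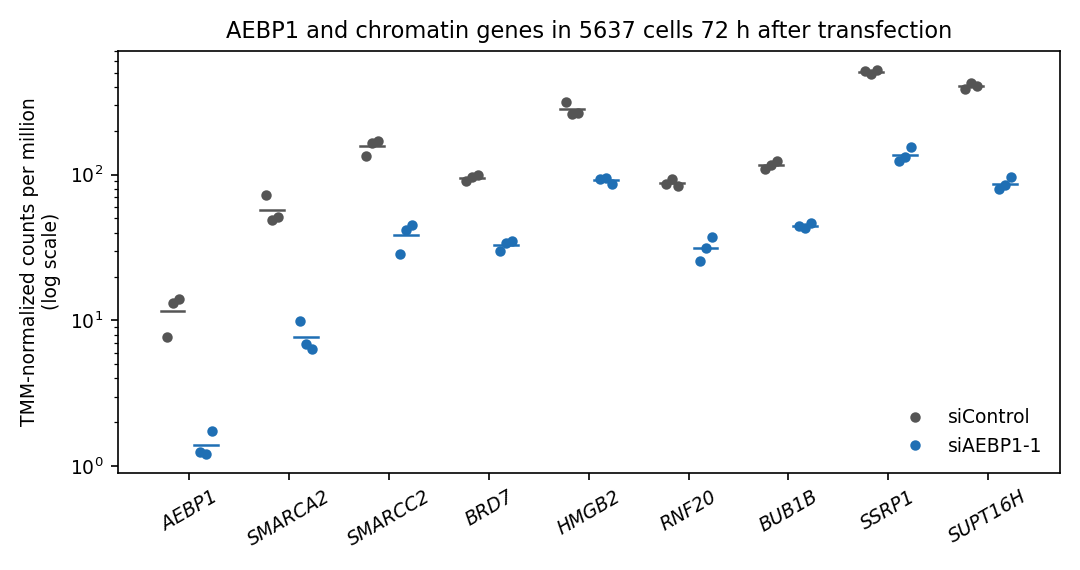
TMM-normalized CPM (vertical axis, log scale) of *AEBP1* and 8 chromatin genes in 5637 cells 72 h after transfection, with 1 point per library, 3 libraries per group and the group mean as a line. The siAEBP1-1 points of each gene lie below all its siControl points, as for *SMARCA2* with means of 57.6 and 7.72 CPM.

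Adjusted over the list alone, the same 8 genes were lower. The list test camera gave an adjusted p of 2.54e-17, and adjusted p = 0.0567 with an estimated correlation between genes. Because the study chose these genes on the same libraries, the list is not independent evidence of its direction. Other members of the same complexes went both ways. Of 23 tested genes of the SWI/SNF complex, 7 were higher and 10 lower (7 and 10 adjusted over the list alone; camera, adjusted p = 0.237), and without the 3 genes that the study picked 7 were higher and 7 lower. *SMARCD1*, another subunit, rose by 1.42 (standard error 0.09, adjusted p = 1.62e-05 from edgeR). *BRD9*, a bromodomain subunit, had a log2 fold change of -1.34 (standard error 0.09). Of 23 genes of H2B ubiquitination and of histone H3 methylation at lysines 4 and 27, 5 were higher and 12 lower (5 and 12 adjusted over the list alone; camera, adjusted p = 0.309). *RNF40*, the partner of RNF20 in its ligase, rose by 0.85 (standard error 0.09), and *RTF1*, a transcription elongation factor, fell by 1.09 (standard error 0.10).
*BUB1B* overlaps *PAK6* on the same strand, which went from 7191 to 2182 counts summed over the 3 libraries of a group, and *SMARCC2* overlaps *MYL6* on the opposite strand, so that some reads may not be assigned to 1 gene. Of the 8 genes, 7 hold a match to bases 2 to 8 of the siAEBP1-1 guide strand in a coding sequence or 3' UTR. Among the 1227 lower DEGs with an annotated coding sequence and 3' UTR the share was 69.2%, not adjusted for length. Of 14 SWI/SNF genes with such a match, the picked ones among them, 8 fell and 1 rose. Of 9 without one, 2 fell and 6 rose. In the list of H2B ubiquitination and H3 methylation, 21 genes hold a match, of which 12 fell and 5 rose. The 2 without a match neither rose nor fell.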

Among several DEGs, we found that those related to chromatin modification (*SMARCA2*, *SMARCC2*, *BRD7*, *HMGB2*, *RNF20*, *BUB1B*, *SSRP1* and *SUPT16H*) were decreased by *AEBP1* knockdown (Fig. 3A). In this study, we focused on the decreased expression of *SSRP1* and *SUPT16H*. 

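*SSRP1* went from 507 ± 16.1 CPM (SD, n = 3) in siControl to 137 ± 15.2 CPM (SD, n = 3) in siAEBP1-1 libraries, which left 27.0% of the siControl level. This is a log2 fold change of -1.89 (standard error 0.10, adjusted p = 1.17e-05 from edgeR's quasi-likelihood test). *SUPT16H* went from 404 ± 18.4 CPM (SD, n = 3) to 86.6 ± 8.56 CPM (SD, n = 3), which left 21.5% of the siControl level. Its log2 fold change was -2.22 (standard error 0.10, adjusted p = 1.02e-05 from the same test). Counts of *SSRP1* were 9110, 8228 and 9143 in siControl replicates 1, 2 and 3 and 2096, 1949 and 2830 in siAEBP1-1 replicates 1, 2 and 3. Those of *SUPT16H* were 6871, 7090 and 7100 and then 1333, 1244 and 1764. Over 18 alternative settings, the log2 fold change lay between -2.08 and -1.82 for *SSRP1* and between -2.40 and -2.16 for *SUPT16H*, and the adjusted p of both stayed under 0.05.
Of 24 histone chaperone genes, which carry or exchange histones, 15 were lower and 5 higher (15 and 6 adjusted over the list alone). The camera test gave an adjusted p of 2.14e-05, and adjusted p = 0.48 with an estimated correlation. Without *SSRP1* and *SUPT16H*, which the study picked from these libraries, 13 of 22 were lower and 5 higher (camera, adjusted p = 0.00626, and adjusted p = 0.591 with an estimated correlation). *RBBP7*, a histone-binding protein of several chromatin complexes, fell by 1.53 (standard error 0.12, adjusted p = 3.29e-05 from edgeR). *UBN1*, a subunit of the HIRA chaperone complex, fell by 1.49 (standard error 0.10).
An antisense long noncoding RNA at *SSRP1* went from 3613 to 952 counts summed over the 3 libraries of a group, and *SSRP1* itself from 26481 to 6875. Reads of both cannot be told apart if strand was not used in counting. *SSRP1* holds no match to bases 2 to 8 of the siAEBP1-1 guide strand in its 3' UTRs and up to 4 in its coding sequence, and *SUPT16H* holds 2 in its longest 3' UTR and 1 in its coding sequence. The paper focused on the lower expression of *SSRP1* and *SUPT16H*, the subunits of the FACT complex. With the immunoblots of Fig. 3C, it proposes that AEBP1 maintains the expression of the complex and takes part in the survival of 5637 cells by a mechanism other than the complex.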

SSRP1 and SUPT16H are subunits of the FACT complex, a histone chaperone essential for the dynamic nature of the chromatin structure during the cell cycle [11]. 

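*SSRP1* (ENSG00000149136) lies on the minus strand of chromosome 11 of hg38 from 57325986 to 57335892, and *SUPT16H* (ENSG00000092201) on the minus strand of chromosome 14 from 21351476 to 21384019. Both are protein-coding genes on chromosomes other than that of *AEBP1*. The longest annotated 3' UTR in GENCODE v44 has 419 bases for *SSRP1* and 1197 bases for *SUPT16H*. The best match of the 19-base sense strand of siAEBP1-1 in any coding transcript had 6 mismatches in *SSRP1* and 5 in *SUPT16H*, against 0 in *AEBP1*.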

Considering their reported fundamental roles in cell cycle progression, SSRP1 and SUPT16H proteins were detected in HBEC and bladder cancer cell lines with low or undetectable levels of AEBP1 (Fig. 3B). Hence, the expression of *SSRP1* and *SUPT16H* was not solely regulated by AEBP1.

**Fig. 3:**
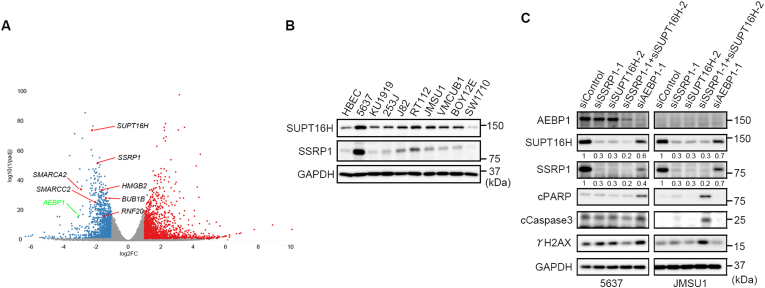
FACT complex independency of *AEBP1*-high cancer cells. A, Volcano plot of RNA-seq data. 72 h after transfection with either siControl or siAEBP1-1, 5637 cells were harvested for RNA extraction followed by RNA-seq analyses. Blue and red dots show down- and upregulated genes by *AEBP1* knockdown, respectively. RNA-seq data was registered in the GEO database (NCBI) under the accession number GSE288105. B, Expression of SSRP1 and SUPT16H proteins in normal human bladder epithelial cells (HBEC) and bladder cancer cell lines. C, Induction of the cleaved form of PARP (cPARP), Caspase3 (cCaspase3), and the phosphorylated form of histone H2A (γ-H2AX). Cells were harvested for the immunoblot analyses 72 h after siRNA transfection. Double knockdown of *SSRP1* and *SUPT16H* enhances the induction of cPARP, cCaspase3, and γ-H2AX in JMSU1 but not 5637 cells. In 5637 cells, *AEBP1* knockdown induces these markers more than *SSRP1* and *SUPT16H* double knockdown. Note that consistent with RNA-seq data, *AEBP1* knockdown reduced the protein levels of SSRP1 and SUPT16H in 5637 cells, but not in JMSU1 cells. The signal intensity of SUPT16H and SSRP1 was semi-quantified using ImageJ software.

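After siAEBP1-1, 1450 genes were higher and 1585 lower at the thresholds for DEGs, and 2197 of these 3035 were protein-coding. By adjusted p alone, 3872 genes rose and 4107 fell. *S100A14*, a calcium-binding protein of epithelia, rose by 4.43 on the log2 scale (standard error 0.22, adjusted p = 1.17e-05 from edgeR), and *CA12*, a carbonic anhydrase, by 4.18 (standard error 0.21). *PCDH10*, a protocadherin, rose by 4.73 (standard error 0.75), *KRT13*, a keratin of stratified epithelia, by 4.71 (standard error 1.05, and 4.08 to 5.63 with a library left out), and *GNG2*, a G protein subunit, by 4.24 (standard error 0.42). The largest decreases among protein-coding DEGs with a mean of at least 100 counts were those of *C15orf48*, a mitochondrial protein gene, at -4.21 (standard error 0.43), and *OLR1*, a receptor for oxidized lipoprotein, at -4.21 (standard error 0.48, and -5.07 to -3.91 with a library left out). *IL7R*, a cytokine receptor, fell by 3.60 (standard error 0.20), *ADAMTS9*, a secreted metalloprotease, had a log2 fold change of -3.30 (standard error 0.17), and *BIRC3*, an inhibitor of apoptosis, of -3.14 (standard error 0.24).
Of 18 MAPK feedback and immediate early genes, 11 were higher and 0 lower (12 and 0 adjusted over the list alone), and 9 to 16 were higher with each library left out in turn. The camera test gave an adjusted p of 2.68e-05, and adjusted p = 0.528 with an estimated correlation. *DUSP6*, a phosphatase that inactivates ERK, rose by 2.09 (standard error 0.16, adjusted p = 4.56e-05 from edgeR), *EPHA2*, a receptor kinase, by 1.95 (standard error 0.14), and *SPRED2*, an inhibitor of the same pathway, by 1.12 (standard error 0.08). *ETV5*, an ETS transcription factor of the list, rose by 4.08 (standard error 0.60), and by 5.56 without siControl replicate 1.
Epithelial genes went both ways. Of 21 basal and squamous genes, 9 were higher and 4 lower (9 and 4 adjusted over the list alone; camera, adjusted p = 0.739, 0.0398 with the replicate number as a block, and adjusted p = 0.867 with an estimated correlation). *LCN2*, a secreted lipocalin, fell by 2.18 (standard error 0.09), and *DSG3*, a desmosomal cadherin, rose by 1.05 (standard error 0.16). Of 13 urothelial luminal genes, 5 were higher and 3 lower (camera, adjusted p = 0.975). The numbers were 5 and 4 adjusted over the list alone, and 4 and 5 with the replicate number as a block. *KRT8*, a keratin of simple epithelia, was at 1.36 (standard error 0.18) and *UPK2*, a uroplakin, at -1.42 (standard error 0.24). Of 18 genes of the epithelial-mesenchymal transition, 8 were higher and 6 lower (8 and 6 adjusted over the list alone; camera, adjusted p = 0.818). *VIM*, the intermediate filament of mesenchymal cells, fell by 1.74 (standard error 0.22). Of 22 collagen and matrix genes, 5 were higher and 3 lower (camera, adjusted p = 0.66). The numbers were 5 and 3 adjusted over the list alone, and 7 and 6 with the replicate number as a block. *LOX*, which crosslinks collagen, was at 2.33 (standard error 0.20) and *FN1*, fibronectin, at -1.31 (standard error 0.19). In both of these lists the median was below 0 and the mean above 0. With each library left out in turn, 5 to 8 transition genes and 3 to 6 matrix genes were higher and 2 to 5 matrix genes were lower, with the fewest transition genes without siAEBP1-1 replicate 2 or 3, the fewest higher matrix genes without siControl replicate 2 or siAEBP1-1 replicate 1, and the most lower ones without siControl replicate 1.

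**Figure D2:**
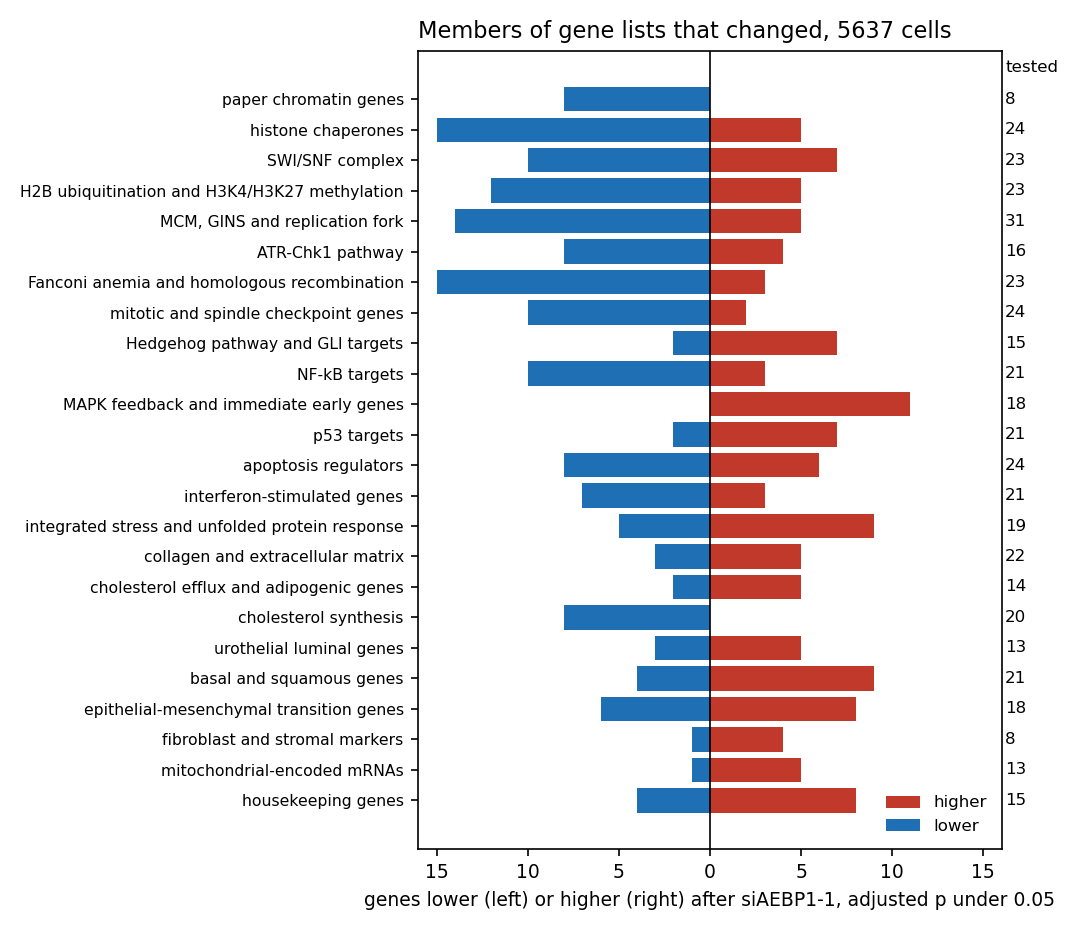
Number of members of each gene list that were lower (blue, left) or higher (red, right) after siAEBP1-1 at an adjusted p under 0.05, in 3 libraries per group of 5637 cells, with the number of members tested at the right edge. The 18 MAPK feedback and immediate early genes show 11 higher and 0 lower, and the 23 genes of Fanconi anemia and homologous recombination 3 higher and 15 lower.

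Of 8 fibroblast and stromal markers tested, 4 were higher and 1 lower (4 and 1 adjusted over the list alone; camera, adjusted p = 0.247), and 0 to 2 were lower with each library left out in turn. Blood cell and endothelial markers had 1 tested gene each, with at most 52 and 35 counts in a library, and neither passed the test over all genes (1 and 0 adjusted over the list alone). Of 13 mitochondrial-encoded mRNAs, 5 were higher and 1 lower (5 and 1 adjusted over the list alone; camera, adjusted p = 0.349), and 1 to 5 were higher and 1 to 2 lower with each library left out in turn, with 1 higher without siControl replicate 2 or 3. Of 15 housekeeping genes, 8 were higher and 4 lower (8 and 4 adjusted over the list alone, and camera, adjusted p = 0.247). *GAPDH*, a glycolytic enzyme used as a loading control, rose by 0.90 (standard error 0.08, adjusted p = 8.76e-05 from edgeR). A long noncoding RNA on its opposite strand went from 39430 to 71245 counts summed over a group, and *GAPDH* from 97764 to 174065. Their reads may likewise not be told apart.
The balance of higher and lower DEGs depends on scaling, with 1535 higher and 1467 lower by upper-quartile factors and 1253 higher and 1894 lower by library totals. By limma on log2(TPM + 1), 773 DEGs were higher and 1802 lower, and the median log2 fold change of all genes was -0.17 in place of -0.0086. *KRT13* passed the test in 14 of 17 alternatives and *PCDH10* in 16 of 17. Of the DEGs with an annotated coding sequence and 3' UTR, 69.2% of 1227 lower and 36.3% of 968 higher genes hold a match to bases 2 to 8 of the siAEBP1-1 guide strand in either region, against 49.4% of all 12876 such genes. These shares are not adjusted for the length or base composition of the regions.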

The FACT complex is essential for DNA damage repair and the resolution of DNA replication stress. Therefore, we examined the effect of the FACT complex knockdown and compared it with *AEBP1* knockdown in 5637 and JMSU1 cells. The FACT complex is stable only when SSRP1 and SUPT16H subunits are present and form a complex [21,22]. Consistently, we found that the single knockdown of either subunit reduced the protein levels of the other subunit (Fig. 3C). However, in JMSU1 cells, the double knockdown of *SSRP1* and *SUPT16H* effectively induced cPARP, cCaspase3, and γ-H2AX more than the single knockdown of either subunit, indicating that a single knockdown did not completely diminish the expression of both proteins. Under these experimental conditions, double knockdown of *SSRP1* and *SUPT16H* in 5637 cells induced lower levels of these apoptotic and DNA damage markers compared with *AEBP1* knockdown (Fig. 3C). Therefore, we hypothesized that AEBP1 maintained the expression of the FACT complex and participated in the survival of 5637 cells by a mechanism other than the FACT complex.

### 3.4 GLI1 defines the FACT complex independency in AEBP1-high cancer cells

We previously reported that GLI1, a transcription factor of the Hedgehog signaling, enhances the promoter activity of *AEBP1* in breast cancer cells [23]. Accordingly, the TCGA database of bladder cancer indicated a weak correlation between *AEBP1* expression and *GLI1* (rho = 0.5366, p = 4.004e-33) and a strong correlation with *GLI2* (rho = 0.7954, p = 3.731e-94) (Fig. 4A). Immunoblot analyses revealed that 5637 and KU1919 cells highly expressed GLI1 and GLI2 proteins (Fig. 4B). However, in our preliminary experiments using human *AEBP1* promoter-driven luciferase reporter plasmid, the forced expression of either GLI1 or GLI2 failed to upregulate *AEBP1* promoter activity in bladder cancer cells (data not shown). Instead, we found that *AEBP1* knockdown in 5637 and KU1919 cells reduced the protein levels of GLI1, but not GLI2 (Fig. 4C).

**Fig. 4:**
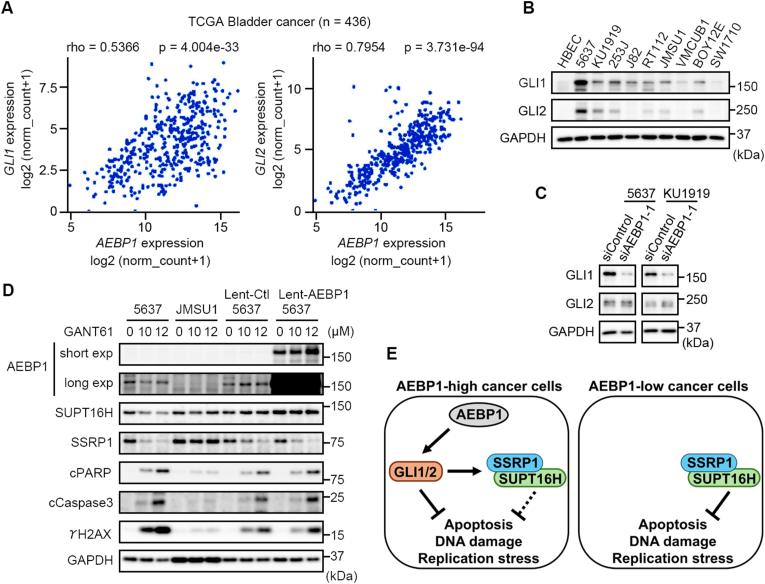
GLI1 defines the FACT complex independency in *AEBP1*-high cancer cells. A, Correlated expression of *GLI1* and *GLI2* with *AEBP1* in bladder cancer. TCGA data (n = 436) was analyzed using USCSxena software (https://xena.ucsc.edu/). B, Expression of GLI1 and GLI2 proteins in normal human bladder epithelial cells (HBEC) and bladder cancer cell lines. C, *AEBP1* knockdown reduces GLI1 protein in 5637 and KU1919 cells. D, GANT61-induced cPARP, cCaspase3, and γ-H2AX were not suppressed by *AEBP1* overexpression. Cells were treated with GANT61 (10 and 12 μM) or its vehicle DMSO (0 μM) for 72 h. For the overexpression experiments, 5637 cells were transduced with either AEBP1 expressing lentivirus (Lenti-AEBP1) or its empty control lentivirus (Lenti-control) and maintained under blasticidin. Immunoblot analyses detected the expression of endogenous and virally transduced AEBP1 *via* short or long exposure. E, Scheme of AEBP1 role in cancer cell survival. In *AEBP1*-high cancer cells, GLI1 bypasses the FACT complex to maintain the cell survival, resulting in limited FACT complex dependency of cancer cell survival.

GLI1 participates in the proliferation and survival of many cancer cell types [24,25]. Therefore, we assumed GLI1-dependent cell survival in *AEBP1*-high cancer cells. To clarify this, we employed GANT61, inhibitor for GLI1 and GLI2, and found that its application to 5637 cells—but not to JMSU1 cells—induced cPARP, cCaspase3, and γ-H2AX in a dose-dependent manner (Fig. 4D). The protein levels of AEBP1 and SUPT16H in 5637 cells were not significantly reduced by GANT61. However, GANT61 reduced the protein levels of SSRP1 in 5637 cells but not in JMSU1 cells. Because GANT61 suppresses the function of GLI1 and GLI2, this result did not determine which GLI was involved. However, with the evidence that *AEBP1* knockdown reduced GLI1 but not GLI2 (Fig. 4C), we speculated that SSRP1 in *AEBP1*-high cancer cells was mainly maintained by GLI1 (Fig. 4D). To clarify the AEBP1-GLI1-SSRP1 relationship, we established 5637 cells infected with either AEBP1-expressing lentivirus (Lenti-AEBP1) or its control (Lenti-control); these 5637 cells were treated with GANT61 and immunoblot analyses were performed. We found that the forced expression of AEBP1 did not suppress GANT61-mediated induction of cPARP, cCaspase3, and γ-H2AX, indicating that AEBP1-dependent survival of 5637 cells was mainly mediated by GLI1 (Fig. 4D). Importantly, GANT61 treatment of Lenti-AEBP1 5637 cells reduced the levels of SSRP1, but not those of SUPT16H, supporting again that SSRP1 was under the control of GLI1. Furthermore, considering that *SSRP1* and *SUPT16H* double knockdown in 5637 cells was less effective than those in JMSU1 cells to induce cPARP, cCaspase3, and γ-H2AX (Fig. 3C), and also that GANT61 treatment reduced phosphorylated ATR (and Chk1), even in Lenti-AEBP1 5637 cells (Supplementary Fig. S2), we concluded that AEBP1-mediated GLI1 expression attenuated the FACT complex-dependency of bladder cancer cell survival, probably *via* GLI1-mediated maintenance of the DDR activity (Fig. 4E).

## 4 Discussion

The FACT complex participates in several cell cycle regulation processes [11]. For instance, *SSRP1*-depletion in chicken DT40 cells delays S-phase progression and reduces the DNA replication fork rate without activating the ATR-Chk1 checkpoint response [18]. Under hydroxyurea treatment to induce DNA replication stress, *SSRP1*-knockdown MCF10A cells lost the ATR-Chk1 checkpoint response and showed increased susceptibility to replication-induced DNA damage [22]. In the present study, we consistently showed that double knockdown of *SSRP1* and *SUPT16H* induced cPARP, cCaspase3, and γ-H2AX in JMSU1 cells. However, in 5637 cells, *AEBP1*-knockdown more efficiently induced these apoptotic and DNA damage markers than the double knockdown, and GANT61-mediated induction of these markers was not rescued by the forced expression of AEBP1. Considering that *AEBP1* knockdown reduced GLI1 levels in *AEBP1*-high cells, our findings suggest that GLI1 is downstream of AEBP1 and relieves the effect of FACT complex depletion. GLI1 reportedly upregulates the transcription of *FANCD2* [26], which is involved in the stabilization of DNA replication forks and the repair of collapsed forks. GLI1 also upregulates *Bid* transcription and enhances the phosphorylation of Chk1 in the ATR-Chk1 pathway [27]. Combined with other studies showing GLI1 involvement in the activation of DNA damage repair and the reduction of replication stress [28,29], our findings suggest that GLI1 partly restores the FACT complex knockdown-induced DNA damage and replication stress through its target genes. This possibility was also supported by our results that *AEBP1* knockdown reduced the phosphorylation of ATR (and Chl1), which was also suppressed by GANT61 in AEBP1-overexpressing 5637 cells (Fig. 2C and Supplementary Fig. S2).

Previous reports from our group and others have shown that the expression and function of GLI1 and GLI2 is regulated through mechanisms such as protein degradation [30], subcellular localization [31], and binding with other transcriptional regulators [23,32]. In this study, we showed that AEBP1 participates in maintaining the protein levels of GLI1 in bladder cancer cells. Hence, consistent with previous reports [4,6,8,33], we think that the downstream pathways of AEBP1 such as NF-kB pathway is involved in the regulation of GLI1.

The therapeutic potential of the FACT complex inhibitor curaxin CBL0137 has been proposed for several types of malignant tumors [19]. However, to the best of our knowledge, no clinical trials of CBL0137 in bladder cancer have been reported. Considering our findings, we believe that targeting GLI1, not the FACT complex, would be therapeutically useful for patients with *AEBP1*-high bladder cancer.

## CRediT authorship contribution statement

**Haruka Kurosu:** Writing – review & editing, Writing – original draft, Methodology, Investigation, Data curation. **Norika Yamada:** Validation, Investigation. **Ritsuko Nakamura:** Writing – review & editing, Investigation. **Hideaki Ito:** Writing – review & editing, Methodology. **Koji Ohnishi:** Writing – review & editing. **Akihito Inoko:** Writing – review & editing, Data curation. **Miho Riku:** Writing – review & editing, Methodology. **Tomoaki Muramatsu:** Visualization, Methodology. **Naoto Sassa:** Writing – review & editing, Project administration, Funding acquisition. **Kenji Kasai:** Writing – review & editing, Writing – original draft, Supervision, Resources, Project administration, Methodology, Funding acquisition, Data curation, Conceptualization.

## Funding

This work was partially supported by JSPS KAKENHI (Grant Number 23K06505 (KK)).

## Declaration of competing interest

The authors declare that they have no competing financial interests or personal relationships that could have influenced the work reported in this study.

## Figures and Tables

**figs1:**
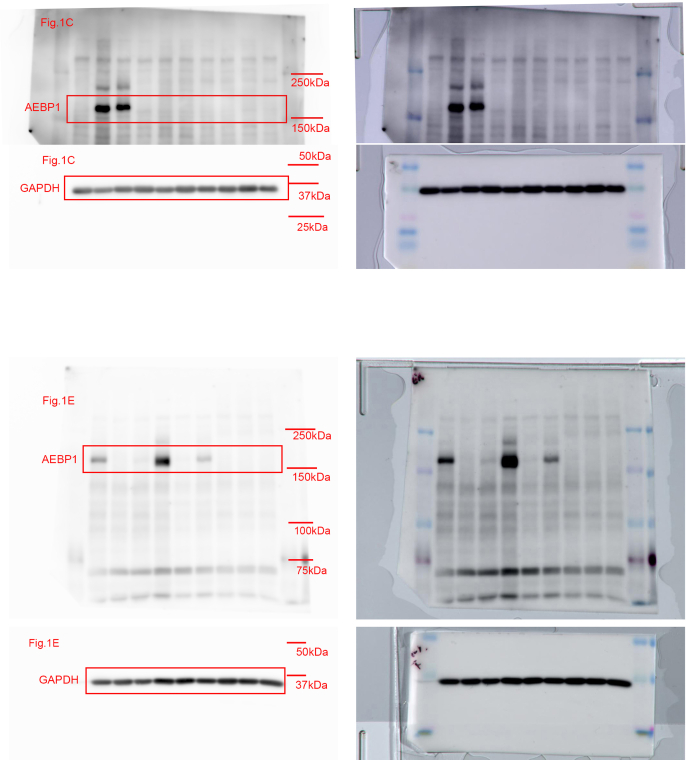

**figs2:**
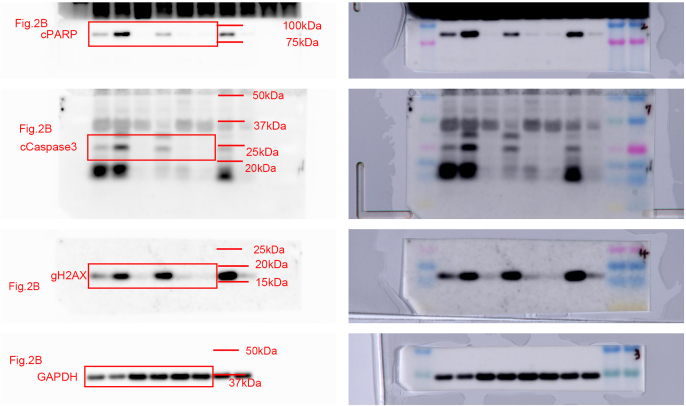

**figs3:**
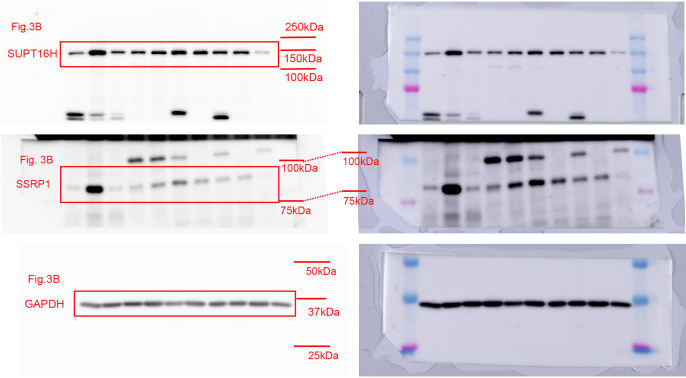

**figs4:**
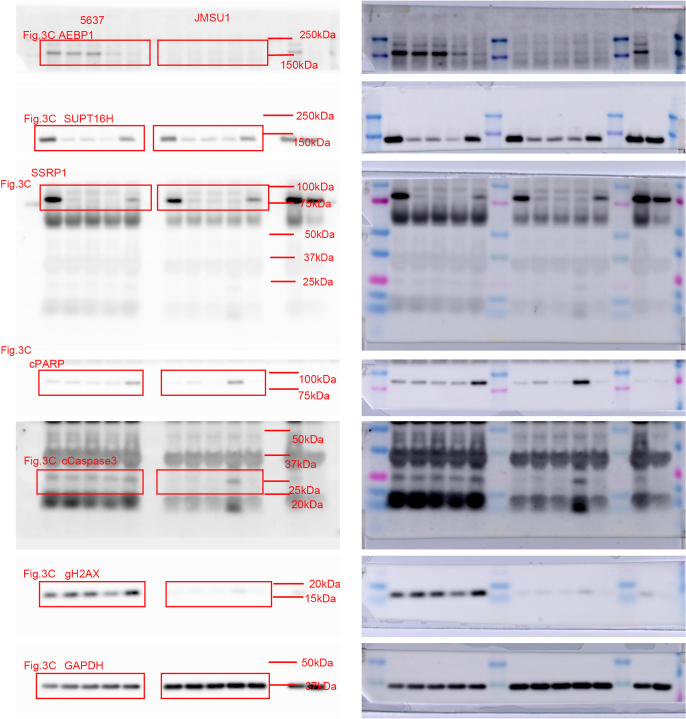

**figs5:**
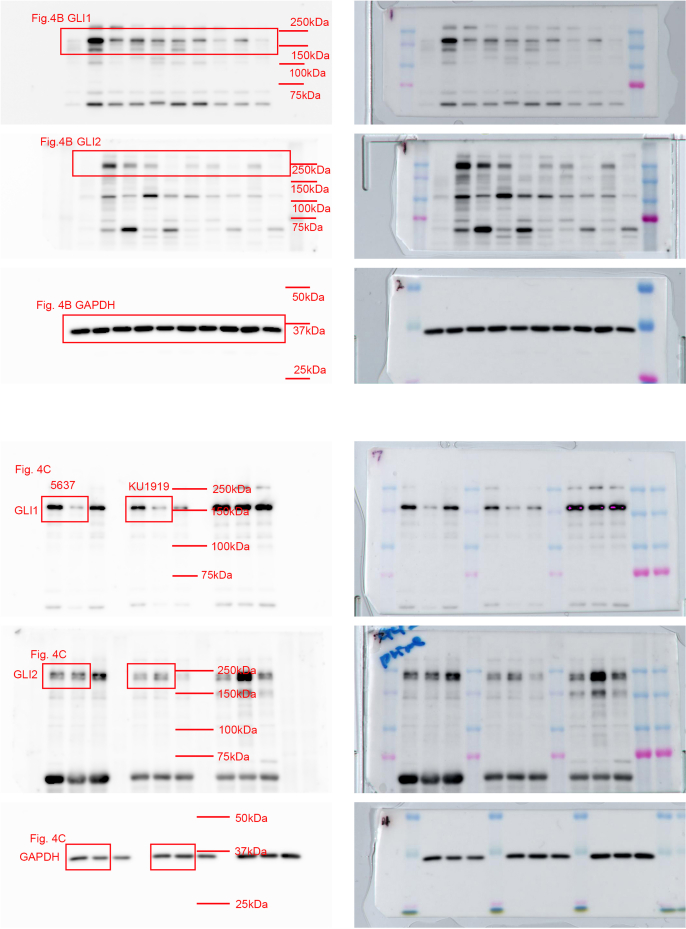

**figs6:**
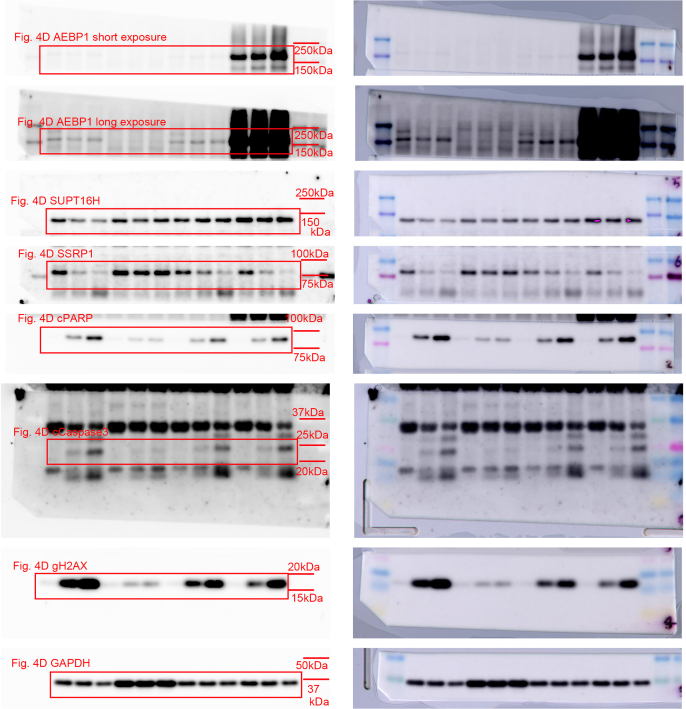

**figs7:**
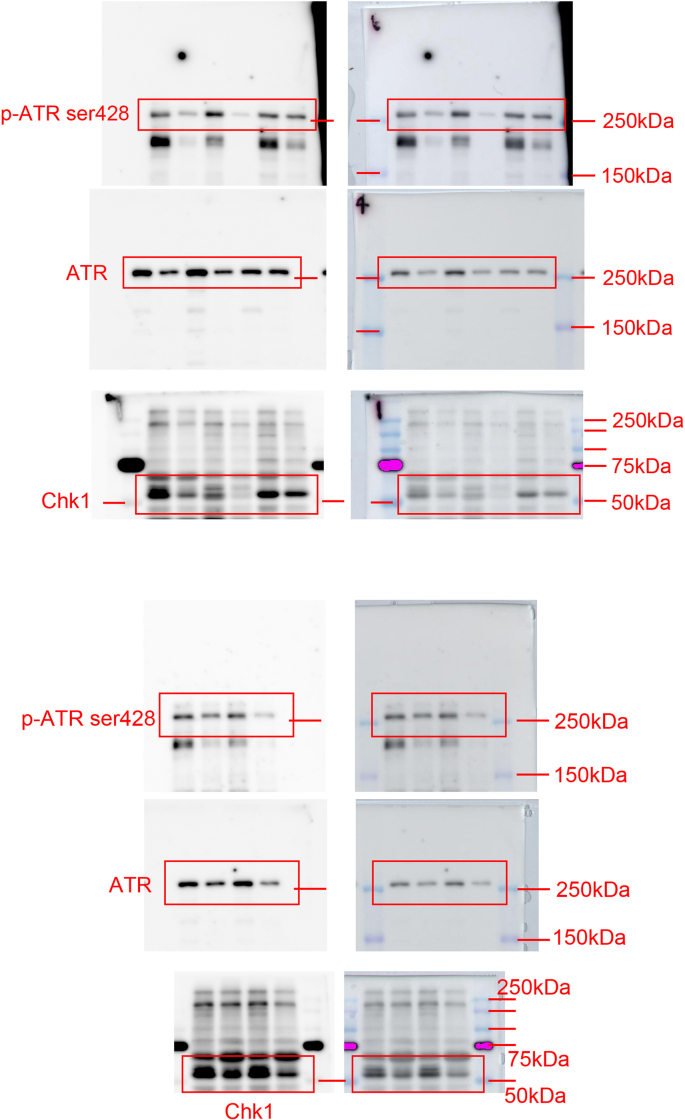

**figs8:**
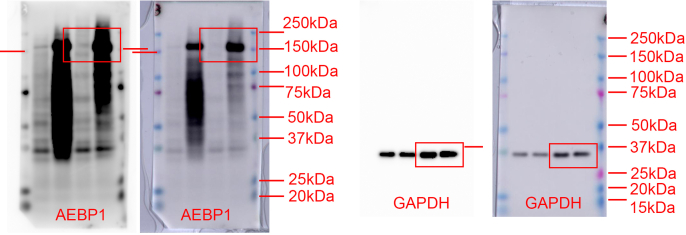

## Data Availability

Data will be made available on request.

# Supplementary material for: AEBP1-GLI1 pathway attenuates the FACT complex dependency of bladder cancer cell survival
**Source:** Biochem Biophys Rep. 2025 Jun 20;43:102101. doi: 10.1016/j.bbrep.2025.102101
**Supplement:** Multimedia component 1

**Supplementary Figure_S1.**

**Supplementary Fig. S1. The forced expression of AEBP1 in JMSU1 cells.**

A, Immunoblot analyses of JMSU1 cells lentivirally transduced with either AEBP1 (Lenti-AEBP1) or its control (Lenti-Ctl). B, Cell proliferation assay of lentivirally transduced JMSU1 cells. Note that the forced expression of AEBP1 slightly but not statistically significanly suppresses the cellular proliferation of JMSU1 cells. Data are shown as mean + SD from four biological replicates. *P*‐values obtained by Student’s t‐tests. *P* < 0.001 was considered as statistically significant. NS, not significant. C, Cell cycle analyses of lentivirally transduced JMSU1 cells. The experiments were conducted three times and representative data are shown. The raw data regarding the fraction of each cell cycle phase from three experiments is listed in Supplementary Table S2.

# Supplementary material for: AEBP1-GLI1 pathway attenuates the FACT complex dependency of bladder cancer cell survival
**Source:** Biochem Biophys Rep. 2025 Jun 20;43:102101. doi: 10.1016/j.bbrep.2025.102101
**Supplement:** Multimedia component 2

**Supplementary Figure_S2.**

**Supplementary Fig. S2. GANT61 suppressed the phosphorylation of ATR and Chk1.** Immunoblot analyses of 5637 cells lentivirally transduced with either AEBP1 (Lenti-AEBP1) or its control (Lenti-Ctl). The cells were treated with GANT61 (12 μM) or its vehicle DMSO (0 μM) for 72 hours. The ratios of phosphorylated ATR against ATR were semi-quantified using ImageJ software.

# Supplementary material for: AEBP1-GLI1 pathway attenuates the FACT complex dependency of bladder cancer cell survival
**Source:** Biochem Biophys Rep. 2025 Jun 20;43:102101. doi: 10.1016/j.bbrep.2025.102101
**Supplement:** Multimedia component 3

**Supplementary Table S1.**

**Primary antibody Catalog number Company**

AEBP1 PA5-109366 Invitrogen

SUPT16H sc-165987 Santa Cruz Biotechnology

SSRP1 sc-74536 Santa Cruz Biotechnology

GLI1 sc-515751 Santa Cruz Biotechnology

GLI2 sc-28674 Santa Cruz Biotechnology

GAPDH sc-32233 Santa Cruz Biotechnology

cleaved caspase3 Asp214 5A1E #9664 Cell Signaling Technology

cleaved PARP D64E10 #5625 Cell Signaling Technology

phosphorylated ATR ser428 #2853 Cell Signaling Technology

ATR #2790 Cell Signaling Technology

Chk1 #2345 Cell Signaling Technology

phospho-Histone H2A.X Ser139 JBW301 #05-636 Merck

**Secondary antibody Catalog number Company**

goat anti-mouse immunoglobulins-HRP P0447 DAKO

goat anti-rabbit immunoglobulins-HRP P0448 DAKO

**Supplementary Table S1. List of antibodies used in this study**

Primary and secondary antibodies used for the immunoblot analyses are listed.

# Supplementary material for: AEBP1-GLI1 pathway attenuates the FACT complex dependency of bladder cancer cell survival
**Source:** Biochem Biophys Rep. 2025 Jun 20;43:102101. doi: 10.1016/j.bbrep.2025.102101
**Supplement:** Multimedia component 4

**Supplementary Table S2.**

|  | Lenti-Ctl | | | | Lenti-AEBP1 | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | subG1(%) | G1 (%) | S (%) | G2/M(%) | subG1(%) | G1 (%) | S (%) | G2/M(%) |
| JMSU1 | 0.18 | 47.7 | 30.3 | 21.5 | 0.20 | 46.4 | 30.7 | 22.2 |
|  | 0.24 | 47.3 | 30.2 | 21.9 | 0.12 | 46.9 | 30.2 | 22.4 |
|  | 0.20 | 46.0 | 31.9 | 21.6 | 0.29 | 47.6 | 29.5 | 22.4 |

**Supplementary Table S2. Cell cycle analyses of lentivirus-transfected JMSU1 cells.**

Bladder cancer cell line JMSU1 was lentivirally transduced with either AEBP1 (Lenti-AEBP1) or its control (Lenti-Ctl). Transduced cancer cells were maintained in a regular culture medium containing blasticidin. For cell cycle analysis, the cells were briefly fixed with 70% ethanol and treated with 50 μg/mL RNase A and 50 μg/mL propidium iodide (PI). The cell cycle of PI-stained cells was examined using BD LSRFortessa X-20 and analyzed using FlowJo software (Becton Dickinson).

# Supplementary material for: AEBP1-GLI1 pathway attenuates the FACT complex dependency of bladder cancer cell survival
**Source:** Biochem Biophys Rep. 2025 Jun 20;43:102101. doi: 10.1016/j.bbrep.2025.102101
**Supplement:** Multimedia component 5

**Supplementary Table S3.**

|  | siControl transfection | | | | siAEBP1-1 transfection | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | subG1(%) | G1 (%) | S (%) | G2/M(%) | subG1(%) | G1 (%) | S (%) | G2/M(%) |
| 5637 | 1.43 | 52.7 | 27.9 | 17.4 | 8.6 | 26.0 | 35.1 | 28.7 |
|  | 1.91 | 52.2 | 28.9 | 16.3 | 8.36 | 28.9 | 33.4 | 27.4 |
|  | 1.75 | 52.6 | 28.4 | 16.8 | 8.84 | 28.1 | 35.6 | 25.8 |
| KU1919 | 0.71 | 84.1 | 2.04 | 12.8 | 11.2 | 67.2 | 10.4 | 8.83 |
|  | 0.84 | 84.8 | 1.65 | 12.2 | 11.0 | 70.1 | 9.81 | 7.67 |
|  | 0.90 | 84.3 | 1.91 | 12.5 | 10.9 | 71.0 | 9.05 | 8.81 |
| JMSU1 | 0.77 | 55.1 | 25.7 | 18.1 | 1.76 | 53.8 | 27.1 | 16.6 |
|  | 0.71 | 54.4 | 26.7 | 17.7 | 1.64 | 53.6 | 26.5 | 17.7 |
|  | 0.51 | 55.4 | 26.3 | 17.3 | 1.64 | 53.6 | 26.9 | 17.4 |

**Supplementary Table S3. Cell cycle analyses of siRNA-treated cancer cells.**

Bladder cancer cell lines, 5637, KU1919 and JMSU1, were transfected with either siControl or siAEBP1-1. 72 hours after transfection, the fractions of each cell cycle were measured. For cell cycle analysis, the cells were briefly fixed with 70% ethanol and treated with 50 μg/mL RNase A and 50 μg/mL propidium iodide (PI). The cell cycle of PI-stained cells was examined using BD LSRFortessa X-20 and analyzed using FlowJo software (Becton Dickinson).

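Each fraction in Supplementary Table S3 is the percent of cells whose DNA content, read from the bound dye, falls in a phase, and subG1 cells hold less DNA than G1 cells, as dying cells do. The means, SDs and tests given here were computed from the fractions that the paper reports. In 5637 cells, the mean subG1 fraction was 1.70% ± 0.244 (SD, n = 3) after siControl and 8.60% ± 0.24 (SD, n = 3) after siAEBP1-1, and the G1 fraction 52.5% ± 0.265 (SD, n = 3) and 27.7% ± 1.5 (SD, n = 3). The S fraction was 28.4% ± 0.50 (SD, n = 3) and 34.7% ± 1.15 (SD, n = 3), and the G2/M fraction 16.8% ± 0.551 (SD, n = 3) and 27.3% ± 1.45 (SD, n = 3). In KU1919 cells, subG1 went from 0.817% ± 0.0971 (SD, n = 3) to 11.0% ± 0.153 (SD, n = 3) and S from 1.87% ± 0.199 (SD, n = 3) to 9.75% ± 0.677 (SD, n = 3), while G2/M went from 12.5% ± 0.30 (SD, n = 3) to 8.44% ± 0.664 (SD, n = 3). In JMSU1 cells, subG1 was 0.663% ± 0.136 (SD, n = 3) and 1.68% ± 0.0693 (SD, n = 3), and S was 26.2% ± 0.503 (SD, n = 3) and 26.8% ± 0.306 (SD, n = 3). In all 4 phases of 5637 and KU1919 cells and in subG1 and G1 of JMSU1 cells, the fractions of the 3 experiments did not overlap between siControl and siAEBP1-1 (two-sided exact permutation test, p = 0.1, the smallest p that 3 experiments against 3 allow). The same exact permutation test gave p = 0.2 for S and p = 0.5 for G2/M in JMSU1 cells.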

# Supplementary material for: AEBP1-GLI1 pathway attenuates the FACT complex dependency of bladder cancer cell survival
**Source:** Biochem Biophys Rep. 2025 Jun 20;43:102101. doi: 10.1016/j.bbrep.2025.102101
**Supplement:** Multimedia component 6

June 10, 2025

Elsevier Editorial Office

*Biochemistry and Biophysics Reports*

**RE: Manuscript Number: BBREP-D-25-00931**

Title: AEBP1-GLI1 pathway attenuates the FACT complex dependency of bladder cancer cell survival

Please find attached files showing uncropped Western blot images. These files are associated with our revised submission to *BBR*, titled “AEBP1-GLI1 pathway attenuates the FACT complex dependency of bladder cancer cell survival”. These files include the images from the experiments conducted for the revised manuscript in addition to those for the original submission.

These files include gray images with red marks (protein name and protein size marker) and marker-combined color images obtained using luminescent image analyzer.

I would appreciate it if you find these files would be suitable for editorial process.

Thank you for your consideration. I look forward to hearing from you.

Sincerely,

Kenji Kasai, MD, PhD.

Professor, Department of Pathology

Aichi Medical University School of Medicine

How the deposited data were processed for this re-analysis (not part of the article)

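RNA-seq was made from 5637 bladder cancer cells 72 h after transfection with siControl or siAEBP1-1, with 3 libraries per group that the sample labels call biological replicates. Conditions and replicate numbers were taken from the sample labels and checked against the paper's methods and Fig. 3A. As the paper describes, the authors isolated poly(A) RNA, made strand-marked libraries and sequenced paired-end reads of 150 bases. They checked reads with FastQC (version 0.11.7), trimmed them with Trimmomatic (version 0.38), aligned them to hg38 with HISAT2 (version 2.1.0) and counted uniquely mapped reads with featureCounts (version 1.6.3), versions that the submitters' processing notes also give. The deposited values are raw counts per gene, as whole numbers, in 1 table. The annotation release and the strand setting of the counting are not given in the sources used here. The counts already include the authors' trimming and choice of unique alignments, while the TPM normalization that the paper describes is not part of them.

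Total counts ranged from 16194159 to 17805235 in siControl (median 16739348) and from 15045902 to 18971142 in siAEBP1-1 libraries (median 17566900). Genes without a symbol, 17560 in all, were kept under their identifier and took 2.39% of the counts. Of the gene identifiers, 61757 were found in GENCODE v44, and 98.1% of these had the same start and end there. Sequences, exons and gene lengths were taken from that release, and gene coordinates from the deposited table.

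Counts were analysed in R (version 4.3.3) with edgeR (version 4.0.16). The filter on low counts by group kept 17138 genes. TMM factors lay between 0.96 and 1.05, and the common biological coefficient of variation was 0.184. Groups were compared with the robust quasi-likelihood F-test, with fold changes at a prior count of 0.125, standard errors from the fit and the Benjamini-Hochberg adjustment over all genes tested. DEGs had an adjusted p under 0.05 and an absolute log2 fold change above 1. At this depth the groups of 9893 genes, 57.7% of those tested, did not overlap, where chance gives 10%.

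Gene lists, the rule for named genes, tests and most alternatives were fixed before the data were examined. The rule named the genes that the paper measures or discusses, the 10 largest increases and decreases among protein-coding DEGs with a mean of at least 100 counts and groups that do not overlap, and up to 4 members of each list with the smallest adjusted p. Values that Fig. 3A shows for labelled genes had been seen by then. Of 26 gene lists, 24 had at least 3 tested members and were tested with camera at a preset correlation of 0.01, repeated with an estimated correlation. The self-contained test fry, which does not compare a list with other genes, passed 18 of the 24 lists. Gene ontology terms were also tested and seen, and are not reported: genes were repeated within terms, and the run was dropped rather than repeated.

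Replicate numbers were checked for pairing through the correlation of deviations from the group means. It was 0.558, 0.308 and 0.282 for libraries of the numbers 1, 2 and 3, each above the limit of 0.1. Libraries of the unlike numbers 2 and 3 also passed that limit. The correlation was 0.276 for siControl replicate 2 with siAEBP1-1 replicate 3. For siControl replicate 3 it was 0.30 with siAEBP1-1 replicate 2, more than with its own number. The limit thus cannot show that the numbers 2 and 3 pair libraries. The paper and the labels do not say what libraries of a number share. The main fit held no pairing, and a fit with the replicate number as a block was an alternative. Replicate 1 stood apart in both groups, with a chi-square per degree of freedom of 21.3 to 30.1 against replicates 2 and 3 of its group, where replicates 2 and 3 gave 3.63 in siControl and 3.89 in siAEBP1-1. No pair of libraries differed by as little as sampling noise.

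The alternatives were other scalings, other filters, DESeq2 (version 1.42.0), limma-voom (limma version 3.58.1), a fit with the replicate number as a block, protein-coding genes alone, glmTreat, and each library left out in turn. Added after the data were examined were limma on log2(TPM + 1) and a correction for gene length, both with exonic lengths of GENCODE v44. For siRNA off-target matches, the guide strand was taken as the reverse complement of the sense strand in the paper's methods, and annotated 3' UTRs and coding sequences were searched for matches to its bases 2 to 8. The mean log2 fold change of genes with a match was compared with that of genes without one by regression with the logarithm of the region's length, and set beside all other heptamers of the same base composition.

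The edgeR steps were tested on simulated counts of 16529 genes with 200 changed genes. They recovered 47.9% of genes changed by 2-fold and 84.9% of those changed by 4-fold with the right sign, and 6.72% of the calls were genes that had not been changed. The simulation changed few genes, as many up as down, and held no effect of the replicate number. In the real libraries 7979 of 17138 genes were called and 1526 had such an effect. The simulated rates therefore do not describe the real comparison. A simulated seed effect of -0.30, for a made-up site, was estimated as -0.32. That simulation held independent noise and the same linear terms as the fit, with no effect of base composition. It thus checks the computation and does not describe the real seed differences. Cell cycle fractions of Supplementary Table S3 were compared by exact permutation tests in Python (version 3.11.15) with scipy (version 1.17.1). Immunoblots, proliferation assays, public tumor data and inhibitor treatments were not analysed here.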

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

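The test of library scaling, the ranks among all heptamers, the grouping of genes by number of matches and the shares of DEGs and list members with a match were chosen after the results had been seen, and matches in coding sequences were added after the data were examined.

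Across all tested genes searched, those the paper discusses other than *GLI1* among them, the mean log2 fold change was lower for genes with a match to bases 2 to 8 of the siAEBP1-1 guide strand, UUCUUCUCCAUCCAGGCAA. For the matching site GAGAAGA in the 3' UTR, found in 2578 of 12876 genes, the log2 fold change differed by -0.21 from that of other genes after adjustment for length. This lay below all 34 other heptamers of the same base composition, which ran from -0.10 to 0.035. For the coding sequence, with 4838 of 12901 genes, the difference was -0.30, and the 34 others ran from -0.18 to -0.047. Those others were thus all below 0 as well, so not all of the coding difference is particular to this heptamer. Ranked by the standardized difference, this heptamer came 1 of 16010 in 3' UTRs and 1 of 16337 in coding sequences, and by the length-adjusted difference itself 4 and 1. The seed of siAEBP1-4, which was not in these libraries, gave length-adjusted differences of -0.02 and -0.03. That of siControl, which was, gave 0.11, with 165 genes holding a 3' UTR match, and 0.08. This is the sign that an off-target effect of siControl would give. Neither seed was set beside heptamers of its own base composition, so the sign alone decides nothing. The following shares are not adjusted for length. Of 6515 genes without a match 18.4% fell and 30.4% rose, of 3783 with a match in the coding sequence alone 36.4% fell and 16.1% rose, and of 667 with at least 3 coding matches 55.2% fell and 10.5% rose. An off-target effect of the siAEBP1-1 guide strand is a candidate explanation for part of the lower genes, and an effect of lost AEBP1 on the same genes stays open, since 1 siRNA against *AEBP1* was sequenced.

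*SSRP1* and *SUPT16H* were lower in all 3 siAEBP1-1 libraries. A near-full match to siAEBP1-1 is argued against by at least 5 mismatches in both genes. With relative log expression, upper-quartile or total-count factors, the log2 fold changes of both were -1.85 or lower, so the choice among these scalings does not account for the falls. With TMM factors of 0.96 to 1.05, these scalings could hardly have brought the fold changes near 0. None of them measures RNA per cell. For a siAEBP1-1 seed off-target effect, 1 of the 2 genes, *SUPT16H*, holds a 3' UTR match, and *SSRP1* holds 4 in its coding sequence and 0 in its 3' UTR. With 1 siRNA sequenced, these libraries thus cannot tell this explanation and loss of AEBP1 apart for these genes. The paper holds other evidence that bears on this question and was not weighed here. It reports that *AEBP1* knockdown lowered both proteins in 5637 but not in JMSU1 cells, a contrast that libraries of 5637 cells alone do not test. It also used siAEBP1-4, which was not in these libraries, for immunoblots of the knockdown and for cell numbers.

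Among histone chaperones other than *SSRP1* and *SUPT16H*, 13 of 22 genes were lower and 5 higher. Of all 24 chaperones, 20 hold a seed match (14 lower and 3 higher) and 4 do not (1 lower and 2 higher). Among 23 genes of Fanconi anemia and homologous recombination, 15 were lower and 3 higher, with 9 lower and 0 higher of 12 genes with a seed match and 6 lower and 3 higher of 11 without one. Among 18 MAPK feedback and immediate early genes, 11 were higher, of which 8 are among the 12 without a seed match and 3 among the 6 with one. The paper discusses none of these genes as a group.

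For the number of DEGs, 3035 in the real split of the 6 libraries, the highest number in any other split into 3 and 3 was 0. With 10 splits, 1 of which is the real one, the share cannot fall under 0.05. Every other split also mixes siControl and siAEBP1-1 libraries in both groups. The difference between conditions then adds to the spread within groups, so 0 DEGs was close to given and does not measure chance. Of the 10 splits, 4 part all 3 pairs of replicate numbers, and those of the 4 other than the real one also gave 0 DEGs.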

How the results depend on the processing

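Of 2118 values of 118 named genes under the alternatives, 2079 kept their side of the threshold, 36 lost the call, 3 gained it and 0 were called in the other direction. *CHEK1*, which was not called in any of them, alone changed sign, to -0.071 by limma on log2(TPM + 1). *AEBP1*, *SSRP1*, *SUPT16H* and the other chromatin genes that the paper names kept theirs in every alternative. With glmTreat against a log2 fold change of 1, which tests for more than that change, 417 DEGs were higher and 429 lower. By limma on log2(TPM + 1), added after the data were examined, 773 DEGs were higher, and the cause was not tested. With each library left out in turn, 1331 to 1600 DEGs were higher and 1478 to 1647 lower. *MMP1*, a collagenase that was among the 10 largest increases, passed the test in 12 of 18 alternatives (log2 fold change 3.06 to 4.17 with a library left out), and *PDE4B*, a phosphodiesterase, in 13 of 17 (2.74 to 5.26). *KRT13* lost its call without siControl replicate 2, without a filter and by limma-voom.

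The main list test passed 5 lists, of which 0 passed with an estimated correlation. The 5 include the 8 genes that the study picked from these libraries. They also include the mitotic and spindle checkpoint genes, which did not pass without the picked *BUB1B* (camera, adjusted p = 0.0772). With the replicate number as a block 8 lists passed, and 5 to 6 with a library left out. The block added NF-kB targets, cholesterol efflux and adipogenic genes, and basal and squamous genes, and changed no other call of a list test. The fit with the block called 1594 DEGs higher and 1688 lower, and 1526 genes had an effect of the replicate number. The seed differences stayed between -0.22 and -0.21 in 3' UTRs and between -0.31 and -0.28 in coding sequences with a library left out. In 5637 cells, leaving out 1 of the experiments of Supplementary Table S3 for a group gave differences of 6.77 to 7.02 points in subG1, -25.5 to -24.0 in G1, 5.85 to 6.95 in S and 9.77 to 11.2 in G2/M.

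The TPM and gene-length alternatives as first set needed gene lengths in the deposited table, which gives none, and were not run in that form. Depth limits *GLI1*, with 6 to 12 counts per library, and genes at that level. The gene-length correction moved the total of DEGs from 3035 to 2992 without the block and from 3282 to 3246 with it.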

Differences from the paper's values

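For the 8 genes labelled in Fig. 3A, the log2 fold changes found here differ from those read by eye by less than their standard errors. The heights of the points differ. The minus log10 of edgeR's adjusted p was 4.99 for *SUPT16H* (the paper's about 73 in Fig. 3A, read by eye), 4.93 for *SSRP1* (the paper's about 51 in Fig. 3A, read by eye), 4.40 for *SMARCA2* (the paper's about 34 in Fig. 3A, read by eye) and 4.79 for *HMGB2* (the paper's about 33 in Fig. 3A, read by eye). It was 4.77 for *BUB1B* (the paper's about 28 in Fig. 3A, read by eye), 4.06 for *SMARCC2* (the paper's about 25 in Fig. 3A, read by eye), 4.07 for *RNF20* (the paper's about 16 in Fig. 3A, read by eye) and 3.97 for *AEBP1* (the paper's about 16 in Fig. 3A, read by eye). Among the alternatives set before the data were examined, DESeq2's Wald test gave values within 1.5 times of the paper's for all 8 genes, 74.6 for *SUPT16H*, 52.2 for *SSRP1*, 34.8 for *SMARCA2*, 34.2 for *HMGB2*, 28.9 for *BUB1B*, 26.2 for *SMARCC2*, 17.8 for *RNF20* and 16.9 for *AEBP1*. EdgeR without a filter did so for 3 genes, with 22.1 for *HMGB2*, 16.8 for *RNF20* and 15.2 for *AEBP1*. The other scalings, the filter of 10 counts, limma-voom, protein-coding genes alone, the replicate block and each library left out did so for 0 of the 8. The paper's text names no test, so this is the setting under which the values fall near those of the figure.

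The paper states that *AEBP1* knockdown raised the subG1 and S fractions in 5637 and KU1919 but not in JMSU1 cells. In the fractions of Supplementary Table S3 for JMSU1 cells, the subG1 mean was 0.663% after siControl and 1.68% after siAEBP1-1, with no overlap between the 3 experiments of each group (exact permutation test, p = 0.1, the smallest possible). The S mean was 26.2% and 26.8% (exact permutation test, p = 0.2).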

Other observations

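Of 23 genes of Fanconi anemia and homologous recombination, 15 were lower and 3 higher (15 and 3 adjusted over the list alone; camera, adjusted p = 0.0152, and adjusted p = 0.48 with an estimated correlation), and 11 to 13 were lower with each library left out in turn. *BRCA2*, which acts in the repair of broken DNA, fell by 1.62 (standard error 0.14, adjusted p = 5.1e-05 from edgeR), *BRCA1* by 1.01 (standard error 0.09) and *PALB2*, which joins the products of both, by 0.84 (standard error 0.11). Of 31 genes of the MCM and GINS complexes and the replication fork, 14 were lower and 5 higher (14 and 5 adjusted over the list alone; camera, adjusted p = 0.146), and 9 were lower without siAEBP1-1 replicate 2. *MCM3*, a subunit of the replicative helicase, fell by 1.31 (standard error 0.08). Of 16 genes of the ATR-Chk1 pathway, 8 were lower and 4 higher (8 and 4 adjusted over the list alone; camera, adjusted p = 0.707), and 4 to 8 were lower with a library left out, the fewest without siControl replicate 3 or siAEBP1-1 replicate 3. *TIMELESS*, which stabilizes the fork, fell by 1.07 (standard error 0.10), and *WEE1*, a kinase that restrains entry into mitosis, rose by 1.27 (standard error 0.12). Of 24 mitotic and spindle checkpoint genes, 10 were lower and 2 higher (10 and 2 adjusted over the list alone; camera, adjusted p = 0.0152, and adjusted p = 0.54 with an estimated correlation), 0.0772 without *BUB1B*, which the study picked, and 1 to 4 were higher with a library left out, the most without siControl replicate 1. *TPX2*, a spindle assembly factor, fell by 1.85 (standard error 0.16), and *CENPF*, a kinetochore protein, by 1.26 (standard error 0.08). Of 13 genes of this mitotic list with a siAEBP1-1 seed match, *BUB1B* among them, 8 were lower and 0 higher. Of 11 without one, 2 were lower and 2 higher.

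Genes of cell death and signaling were mixed. Of 24 apoptosis regulators, 6 were higher and 8 lower (6 and 8 adjusted over the list alone; camera, adjusted p = 0.309). *APAF1*, the core of the apoptosome, fell by 1.70 (standard error 0.13), while *BCL2L11*, which promotes apoptosis, rose by 1.41 (standard error 0.10). Of 21 p53 targets, 7 were higher and 2 lower (7 and 2 adjusted over the list alone; camera, adjusted p = 0.445), and 4 were lower without siControl replicate 1. *GADD45A*, a growth arrest gene, rose by 1.16 (standard error 0.20). Of 21 NF-kB targets, 3 were higher and 10 lower (3 and 11 adjusted over the list alone; camera, adjusted p = 0.0921, 0.0187 with the replicate number as a block, 0.028 without siControl replicate 1, and adjusted p = 0.528 with an estimated correlation), with *BIRC2*, an inhibitor of apoptosis, at -1.16 (standard error 0.11). Of 21 interferon-stimulated genes, 3 were higher and 7 lower (3 and 8 adjusted over the list alone; camera, adjusted p = 0.367), and of 19 genes of the integrated stress and unfolded protein responses 9 were higher and 5 lower (10 and 6 adjusted over the list alone; camera, adjusted p = 0.468). *HSP90B1*, a chaperone of the endoplasmic reticulum, fell by 1.64 (standard error 0.17). Of 14 genes of cholesterol efflux and adipogenesis, 5 were higher and 2 lower (5 and 2 adjusted over the list alone; camera, adjusted p = 0.139, 0.0373 with the block, and adjusted p = 0.528 with an estimated correlation), and 1 was lower without siControl replicate 2 or without any 1 of the siAEBP1-1 libraries. Of 20 genes of cholesterol synthesis, 0 were higher and 8 lower (0 and 8 adjusted over the list alone; camera, adjusted p = 0.173), and 1 was higher without siAEBP1-1 replicate 1. *FDPS*, an enzyme of that pathway, fell by 0.90 (standard error 0.10).

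The paper shows the effects of *AEBP1* knockdown on GLI1, GLI2, ATR, Chk1 and PARP by immunoblot, and RNA of the same genes was measured in these libraries. *GLI1* had 6, 6 and 8 counts in siControl and 7, 9 and 12 in siAEBP1-1 libraries, too few to pass the filter, and without a filter its log2 fold change was 0.52 (standard error 0.73, adjusted p = 0.623 from edgeR). The paper reports lower GLI1 protein after *AEBP1* knockdown, and a change of its RNA was not detectable at this depth. *GLI2* rose by 1.19 (standard error 0.16, adjusted p = 0.000426 from edgeR), and the paper reports no reduction of GLI2 protein. Of 15 tested Hedgehog pathway genes and GLI targets, 7 were higher and 2 lower (7 and 2 adjusted over the list alone; camera, adjusted p = 0.176), with *SMO*, the signal transducer of the pathway, at -1.37 (standard error 0.11). *FANCD2* and *BID*, which the paper cites as genes raised by GLI1, fell by 0.70 (standard error 0.10, adjusted p = 0.000791 from edgeR) and 1.52 (standard error 0.12, adjusted p = 4.64e-05). Both hold matches to the siAEBP1-1 seed, up to 1 in a 3' UTR, and up to 2 (*FANCD2*) and 1 (*BID*) in a coding sequence. Their falls thus cannot be ascribed to GLI1 here. *ATR* had a log2 fold change of -0.29 (standard error 0.10, adjusted p = 0.0387 from edgeR) and passed the test in 8 of 18 alternatives, where its adjusted p ranged from 0.0103 to 0.246. *CHEK1* had a log2 fold change of 0.12 (standard error 0.12, adjusted p = 0.441) and overlaps *STT3A* on the same strand. *PARP1* fell by 0.83 (standard error 0.10, adjusted p = 0.000274), and *H2AX* rose by 0.81 (standard error 0.09, adjusted p = 0.000222).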
